A study of Homo sapiens with 12 samples. Its data were reported in "BCL9/STAT3 regulation of transcriptional enhancer networks promote DCIS progression" (2020).

How the data were processed

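The lists give one peak pair per line with its midpoint on hg19, and a score whose unit is signal, as computed by the authors; it was used to rank peak pairs within a list and, divided by the step of the library, as a number of tags for the minimum of 9 tags and for the tags at a given rank. In every list the signal is, within 0.01 tags, a whole number of tags times a step of that library, with a lowest value of at least 3, and how the step was set is not given in the sources used here. The submitters' processing notes name bcl2fastq and the build hg19; the aligner is not given in the sources used here. The program tag in the lists names a peak-pairing tool, and the lists are per library. The 11 libraries with a list were analysed: 3 control pSTAT3, 3 control BCL9, 2 knockdown pSTAT3, 2 knockdown BCL9 and 1 CTCF library; the IgG library was not analysed here. The number of reads per library was not used here, and the total of a list does not stand for depth.

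Peak pairs became 100 bp windows round their midpoints, and windows overlapped when they shared at least 1 bp. The chance level is the mean over 10 local shifts of 5 to 50 kb in both directions. Equal list length means the 24728 strongest peak pairs of each list, the length of the shortest. Consensus regions are merged windows found in at least 2 of 3 control or 2 of 2 knockdown libraries. Promoters are windows within 1 kb of one of 78530 protein-coding TSSs of GENCODE v44 lifted to GRCh37. Motif strings were searched on both strands of the GRCh37 sequence, and folds are against flanking windows at 500 and 1000 bp.

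Conditions were compared by exact permutation of the 5 libraries of an antibody (10 assignments), control co-occurrence by sign flips over 6 libraries (64), and the antibodies by permutation of 5 against 5 libraries (252, smallest p 0.00794). Gene lists were tested with two-sided Fisher exact tests, adjusted by Benjamini-Hochberg over 14 lists. Some choices were made after seeing the data: the comparison of the antibodies, the omission of single-run controls, and the minimum of 9 tags, with and without single-run controls. So were the STAT3 half-site pair and the motif shares of consensus regions. The tests of a cause by tags at a rank, overlap with CTCF, the full CTCF list and the share outside dense bins were also chosen then. The same holds for the use of the Jaccard difference and the reversed AP-1 string to test a cause. The bound for the half-site pair was set before its own value was computed. All other groups, tests, gene lists, motif strings and alternatives were fixed before the data were examined. Genes were named by a rule fixed at the same time: all study targets, up to 6 members per other list with a co-occurring region within 5 kb of a TSS, the 10 genes with most such regions, and the 10 genes per antibody and condition with the best-ranked condition-only regions; JUNB, the seventh STAT3 target, was added after its value was seen. HIST1H2BC and PECAM1 had no match in the annotation.

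On simulated lists of 24000 windows the overlap was within 0.158 percentage points of the planted share and the motif share within 0.0708. Of 100 simulations with 14 random lists, 2 gave a false call, and 100 of 100 recovered a list planted with 8 of 16 genes. The planted share lies above those of the lists called below (23.3% to 33.3%), and recovery at such shares was not tested. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9 and samtools 1.23.1 were used.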

Results

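ChIP-exo with antibodies against phosphoserine STAT3 (pSTAT3) and BCL9 in DCIS.COM cells gave one list of peak pairs per library, and the lists differ in length by more than an order of magnitude. Control cells gave 118933, 98665 and 374089 pSTAT3 peak pairs and 28690, 24728 and 148755 BCL9 peak pairs. BCL9-knockdown cells gave 415624 and 493174 pSTAT3 peak pairs and 95586 and 336493 BCL9 peak pairs, and the CTCF library of control cells gave 457119. Merged 100 bp windows covered 1.93 to 12.7 Mb in the control BCL9 libraries and 8.51 to 32.3 Mb in the control pSTAT3 libraries.

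The BCL9-antibody lists were not shorter after BCL9 knockdown. The mean number of BCL9 peak pairs was 67391 ± 70491 in control cells (n = 3) and 216040 ± 170347 in knockdown cells (n = 2), a ratio of geometric means of 3.80. For pSTAT3 the means were 197229 ± 153500 (n = 3) and 454399 ± 54836 (n = 2), a ratio of 2.77, and each knockdown library had more peak pairs than any control library. With a minimum of 9 tags per peak pair in every list the ratios were 2.89 for BCL9 and 2.86 for pSTAT3; without control BCL9 replicate 1, which has 4276 such peak pairs, the BCL9 ratio fell to 1.49. Permuting the condition over the 5 libraries of an antibody gave an exact two-sided p of 0.3 for BCL9 and 0.2 for pSTAT3, in a design whose smallest possible p is 0.1. The loss of BCL9 protein itself cannot be checked from peak lists. Without control pSTAT3 replicate 3 the log2 ratio for pSTAT3 rose from 1.47 to 2.06, and for BCL9 it moved from 1.92 to 1.02 without knockdown replicate 2 and to 2.83 without knockdown replicate 1.

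**Figure D1:**
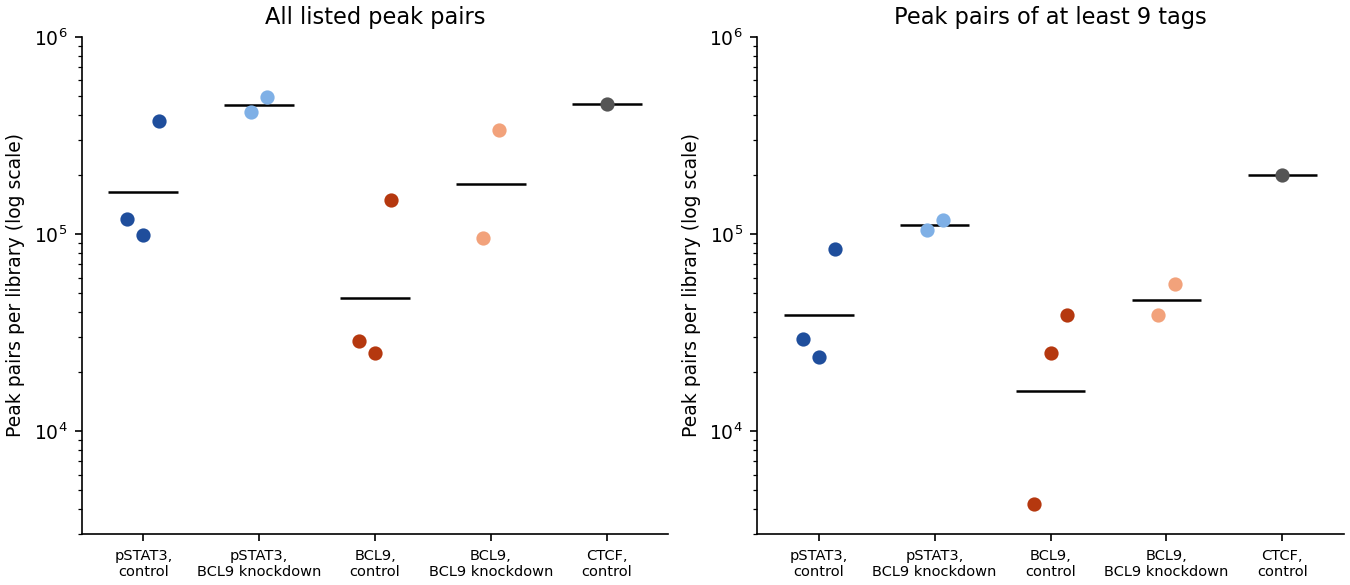
Number of peak pairs per library on a log axis for control and BCL9-knockdown cells and CTCF, for all listed pairs (left) and for pairs with 9 or more tags (right). Points are libraries and lines are geometric means; every knockdown pSTAT3 library lies above every control pSTAT3 library, with a lowest knockdown value of 415624 and a highest control value of 374089.

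Replicate libraries shared positions far beyond the local chance level. Among the 24728 strongest windows of each list, 67.0% ± 10.2 of the windows of a control pSTAT3 library (n = 3) overlapped a window of another control pSTAT3 library, 135 times the share after local shifts. Control BCL9 libraries shared 43.9% ± 1.29 of their windows (n = 3), 65.4 times the shifted share. Over both conditions the fold was 145 ± 14 for pSTAT3 and 70.2 ± 6.63 for BCL9 (n = 5 each). The control BCL9 libraries overlapped the control pSTAT3 libraries 70.3-fold at this list length, but with a smaller share (33.8%) than each other. With all listed peak pairs the folds were 20.7 with pSTAT3 and 39.0 among control BCL9 libraries. Among control pSTAT3 libraries the fold was then 20.6, with a share of 38.2%, so the order of the antibodies turned.

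In control cells, pSTAT3 and BCL9 windows lay at the same positions much more often than either lay at CTCF windows. Of the windows of a pSTAT3 library, 19.5% ± 7.09 overlapped a window of a BCL9 library (n = 3), 27.3 ± 6.36 times the shifted share, and 9.37% ± 1.81 overlapped a CTCF window, 3.05 ± 0.425 times the shifted share. For BCL9 libraries the values were 47.5% ± 15.5 and 20.7-fold ± 3.95 with pSTAT3, and 12.3% ± 2.38 and 3.6-fold ± 0.45 with CTCF (n = 3). The log2 ratio of the fold with the partner to the fold with CTCF was 2.83 ± 0.386 and above 0 in 6 of 6 libraries (exact sign-flip permutation, two-sided p = 0.03125, the smallest that 6 libraries allow). Among the 24728 strongest windows of each list the folds with the partner rose to 69.4 ± 4.02 for pSTAT3 and 70.3 ± 7.71 for BCL9, those with CTCF were 1.52 and 2.47, and the log2 ratio was 5.20 ± 0.548 (p = 0.03125, exact). All 6 libraries are compared with the same CTCF library and with each other, so they are not independent. Without the 2 control libraries from a single sequencing run the log2 ratio of 2.62 had a smallest possible exact p of 0.125.

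**Figure D2:**
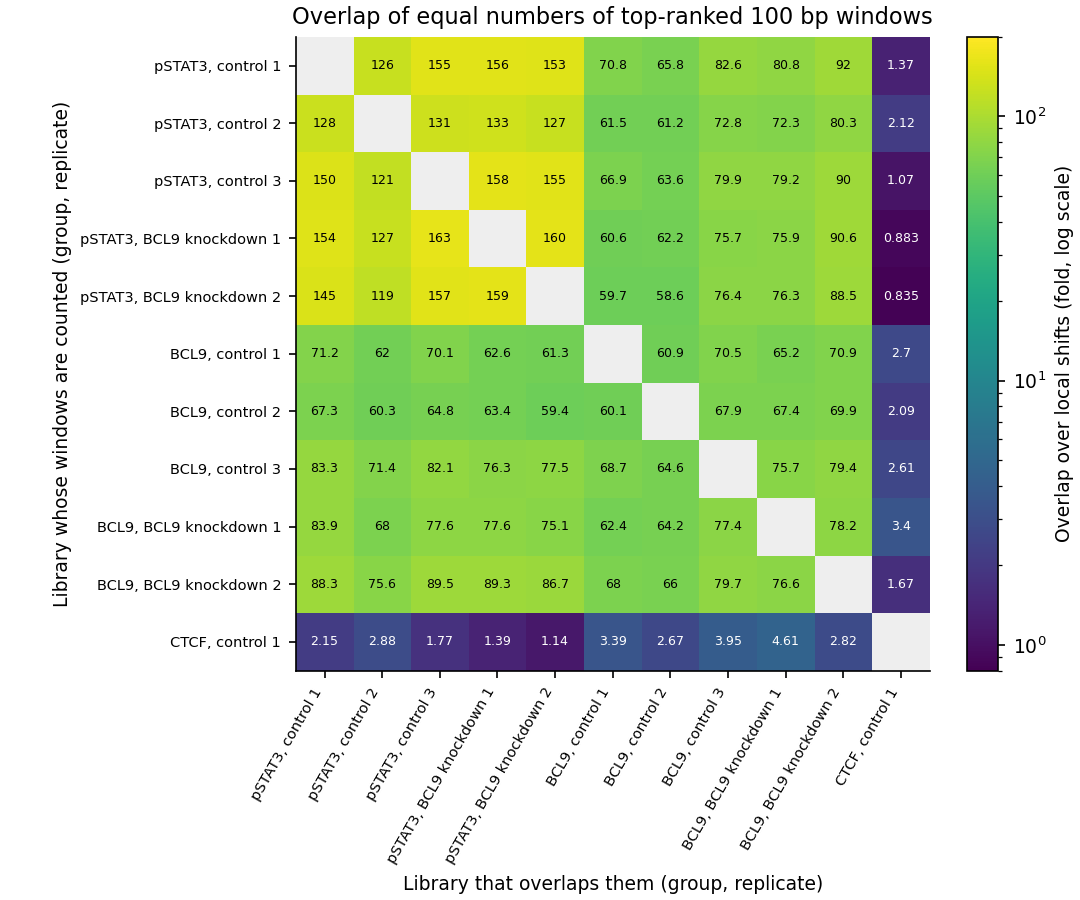
Overlap of the 24728 strongest windows of each of the 11 libraries with those of each other library, as the fold over the mean of local shifts (colour scale). Control pSTAT3 and control BCL9 libraries overlap 69.4-fold on average, and control pSTAT3 libraries and CTCF 1.52-fold.

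Regions found in at least 2 of the 3 control libraries numbered 37044 for pSTAT3 and 11623 for BCL9. Of the pSTAT3 regions, 8542 (23.1%) overlapped a BCL9 region, 28.8 times the 0.80% expected from local shifts, and 74.6% of the BCL9 regions overlapped a pSTAT3 region. In knockdown cells, with regions in 2 of 2 libraries, 14798 of 63829 pSTAT3 regions (23.2%) and 71.3% of the 21228 BCL9 regions did so. At equal list length 44.5% of the pSTAT3 and 43.7% of the BCL9 regions of control cells overlapped, 63.5 times the shifted share for pSTAT3. In knockdown cells these shares were then 39.3% and 42.8%. CTCF windows lay in 22.9% of the co-occurring control regions and in 15.7% of the regions with pSTAT3 alone, but at equal list length the order turned (0.282% and 0.756%). The number of co-occurring control regions depends on single libraries and fell to 3681 at the lowest when one was left out.

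From a pSTAT3 peak pair of control cells the nearest BCL9 peak pair was at a median of 18025 bp ± 8867 (n = 3 libraries), against 24838 bp after local shifts. Where the windows overlapped, the midpoints were 24.9 bp ± 2.67 apart. In knockdown cells the median was 3024 bp ± 234 (n = 2), against 6677 bp after shifts, in lists that hold more peak pairs. Among the 24728 strongest windows of each list the medians fell to 569 bp ± 699 in control and 97.3 bp ± 3.89 in knockdown cells, against 18376 and 17688 bp after shifts. The control mean rests on replicate 2, with medians of 154, 1376 and 177 bp in replicates 1 to 3. With all listed peak pairs the nearest CTCF peak pair was closer than BCL9 in control cells, at 1927 bp ± 398 against 3133 bp after shifts. At equal list length the nearest CTCF peak pair was at 50924 bp ± 487, against 51168 bp after shifts. These distances were not tested.

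The co-occurrence of pSTAT3 and BCL9 windows at equal list length was not lower after BCL9 knockdown. The fold of pSTAT3 libraries with BCL9 libraries of the same condition was 69.4 ± 4.02 in control (n = 3) and 82.8 ± 0.587 in knockdown cells (n = 2), and that of BCL9 libraries with pSTAT3 libraries 70.3 ± 7.71 and 82.2 ± 8.27. The exact permutation p (two-sided) was 0.1 for pSTAT3, the smallest the design allows, and 0.3 for BCL9. With all listed peak pairs the direction turned: the fold fell by 15.5 for pSTAT3 (exact p = 0.2) and by 12.3 for BCL9 (exact p = 0.1), while the share of pSTAT3 windows with BCL9 went from 19.5% to 22.8% (exact p = 0.7) and that of BCL9 windows with pSTAT3 from 47.5% to 38.6% (exact p = 0.5). The increase at equal list length ranged from 6.67 to 20.1 for pSTAT3 and from 6.06 to 17.8 for BCL9 when single libraries were left out, lowest without knockdown BCL9 replicate 2 and highest for pSTAT3 without knockdown BCL9 replicate 1.

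At equal list length, libraries were no more alike within a condition than between conditions. The mean Jaccard index of pSTAT3 libraries was 0.364 within and 0.373 between conditions (difference −0.00973, exact permutation, one-sided p = 0.5), and that of BCL9 libraries 0.195 and 0.203 (difference −0.00794, exact p = 0.8). The differences are positive with all listed peak pairs (0.0141 for pSTAT3, 0.0201 for BCL9), with the peak pairs above the median signal of each list, and whenever a control library is left out. With 10 assignments the smallest possible p is 0.1.

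At equal list length 222 of 21578 pSTAT3 regions were in every control library and no knockdown library, and 473 the other way round. The other 9 assignments of the 5 libraries gave 156 to 346 and 196 to 398 such regions, so the knockdown-only number lies above all of them. For BCL9 the numbers were 257 and 703 of 43216 regions, against 204 to 549 and 334 to 803. Most of these regions were in a full list of the other condition: 222 of 222 and 462 of 473 for pSTAT3, and 241 of 257 and 416 of 703 for BCL9. The cut to equal length fell at 9, 8 and 19 tags in the control and 22 and 24 tags in the knockdown pSTAT3 lists. These numbers therefore cannot tell a lost site from a lower rank. Control-only pSTAT3 regions lay near ANKRD2, STIM1, WWTR1, PLA2G6, SDC4, AMOTL2, USP2, RB1CC1, PGLS and ANKK1, and knockdown-only ones near DCAF8, SERPINA1, ERBIN, PHLDB2, PLEKHG3, DUSP23, TSLP, CREB5, FHAD1 and DTNA. Control-only BCL9 regions included ones near NFIB, CDC42EP4, TGIF1, DEFB110, TTC7B, PDGFC, DCP1A, TNS3 and CAPNS1. Knockdown-only BCL9 regions lay near SEPTIN9, ATPAF2, SLC11A2, CNIH1, ERCC1, MT2A, CNOT10, ELL2, C1QTNF1 and BCL9 itself, where the region starts at 147010934 on chromosome 1, at −2256 bp from the transcription start site (TSS).

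Windows of both antibodies were enriched near promoters. Within 1 kb of a protein-coding TSS lay 7.46% ± 1.19 of the control pSTAT3 windows, 2.15 ± 0.247 times the shifted share, and 9.85% ± 1.37 of the control BCL9 windows, 2.69 ± 0.293 times (n = 3 each). The CTCF library had 7.71%, 1.99 times its shifted share, so promoter enrichment is not particular to pSTAT3. Knockdown libraries had 7.0% for pSTAT3 and 9.10% for BCL9 (n = 2 each). The difference between conditions was −0.460 percentage points for pSTAT3 (exact two-sided p = 0.8) and −0.753 for BCL9 (exact p = 0.6). With lists of equal length it was −0.986 for pSTAT3 (exact p = 0.1, the smallest possible) and turned to 0.648 for BCL9 (exact p = 0.6). The BCL9 libraries (9.55%) had a higher promoter share than the pSTAT3 libraries (7.27%), by 2.28 points over 5 libraries each (exact permutation, two-sided p = 0.0238), a comparison chosen after seeing the data. At equal list length the promoter shares were 10.1% and 5.53% (exact p = 0.00794). That length is the whole list of control BCL9 replicate 2, but only the strongest part of each pSTAT3 list. The cut fell at 5 to 12 tags in BCL9 and 8 to 24 tags in pSTAT3 lists. The share of control pSTAT3 windows fell with it from 7.46% to 5.92%, so antibody and rank are not separated at equal list length.

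Among the consensus regions of control cells, the co-occurring ones lay near promoters least often. Promoters held 526 of 8542 co-occurring regions (6.16%), 3290 of 28502 regions with pSTAT3 alone (11.5%) and 627 of 2950 regions with BCL9 alone (21.3%), or 1.75, 3.03 and 4.70 times the shifted share. Between genes lay 50.1%, 44.8% and 40.7% of them. These shares were not tested.

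Of 19748 protein-coding genes, 1141 (5.78%) had a co-occurring control region within 5 kb of a TSS. The list of AP-1, C/EBP, ETS and REL factors had 6 of 18 such genes (odds ratio 8.19, two-sided Fisher exact test adjusted over the 14 lists, p = 0.00523): FOSB, FOSL2, ATF3, CEBPA, ELF3 and ETS2. STAT3 targets had 7 of 30 (4.99, exact p = 0.00930): BCL3, JUNB, MYC, IL6, OSMR, LCN2 and IRF1. Wnt targets and components had 5 of 20 (5.46, exact p = 0.0223): RNF43, TCF7, DKK1, BCL9 and BCL9L. ITGB3, CD44 and ITGA2 were the 3 of 9 study targets with such a region (8.17, exact p = 0.0435), from a list chosen with the study in view and so no independent evidence. At equal list length the AP-1 list fell to 0 of 18 genes and STAT3 targets to 2 of 30 (exact p = 0.372), and the study targets fell to 0 of 9 there, with regions in all 3 libraries, with a reach of 1 kb, without the single-run controls, and without control BCL9 replicate 1 or 3. They also lost their call with regions from any library (4 of 9, exact p = 0.404) and without control pSTAT3 replicate 3 (2 of 9, exact p = 0.0953). The AP-1 list also lost its call with regions in all 3 libraries (1 of 18) and without control BCL9 replicate 3 (0 of 18), and STAT3 targets without control pSTAT3 replicate 3 (4 of 30, exact p = 0.0648). The Wnt list was no longer past 0.05 at equal list length (exact p = 0.244), with a reach of 1 kb (p = 0.730) or with regions from any library (p = 0.627).

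The other 10 lists did not pass. Basal epithelial genes had 4 of 20 (KRT5, KRT17, LAMB3 and LAMA3, adjusted exact p = 0.0667), histone genes 3 of 12 (H3-3B, and the neighbours H2AC20 and H2BC21, which share a region, p = 0.0667), other integrins 3 of 13 (ITGA3, ITGB2 and ITGB5, p = 0.0712) and cell-cycle genes 3 of 14 (MCM5, CDKN1A and TOP2A, p = 0.0760). MMP10 and MMP14, ERBB2 and HBEGF, ACTB and GAPDH, KRT19 and CDH5 were the members found in lists with p between 0.266 and 0.614. The basal list passed under all 6 alternative settings and other integrins under 4 of them, both at equal list length too (exact p = 0.0399 and 0.0220), where the 4 lists above did not, and histone genes passed under 3. Of 24 genes specific to other tissues, 0 had a region (exact p = 0.465). SEPTIN9 had the most co-occurring regions near its TSSs (13), followed by ANXA2 and KCNN4, CTNNBIP1, DENND2B and DDIT4, and SPRED2, SAP30BP, NFIB and LMNA. MYC had as many (5) as SPRED2, SAP30BP, NFIB and LMNA, so the ranking ends within a tie. Regions were pooled over all TSSs of a gene, and neither the ranking nor the Fisher tests account for the number of TSSs. SEPTIN9 has TSSs far apart, near regions starting at 75275846 and 75400866 on chromosome 17.

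**Figure D3:**
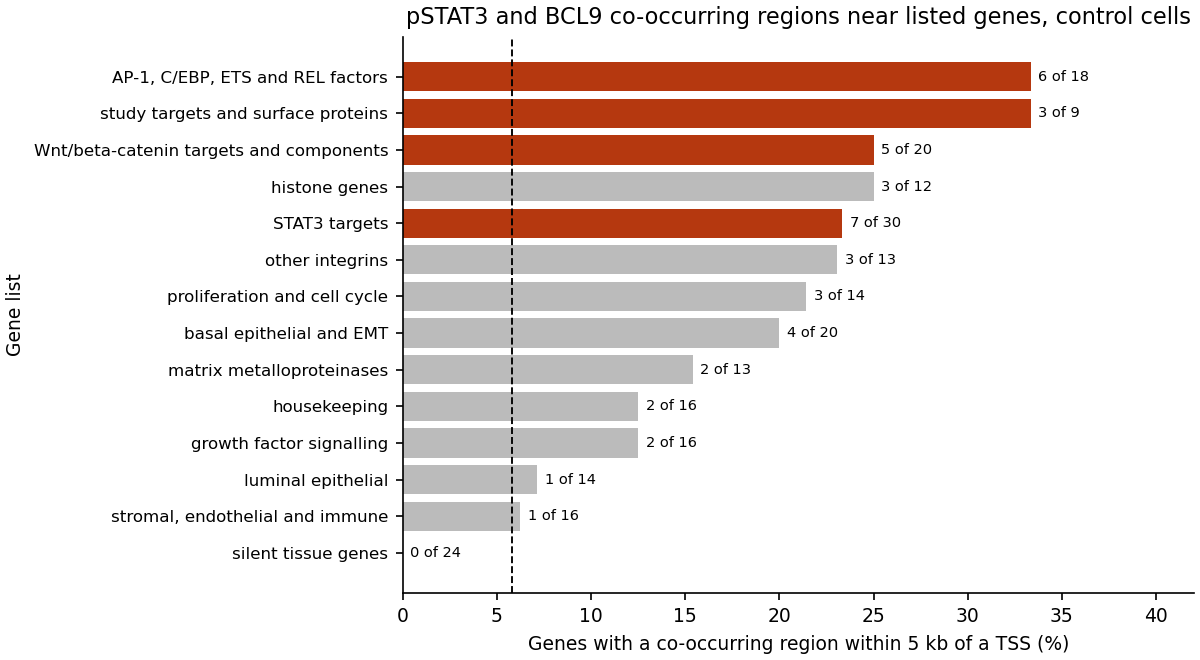
Percentage of the genes of each list with a co-occurring pSTAT3 and BCL9 region of control cells within 5 kb of a TSS, with red bars for an adjusted p under 0.05. The dashed line is the share of all genes (5.78%); 33.3% of the AP-1, C/EBP, ETS and REL factors have such a region.

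The ITGB3 locus carried 15 co-occurring control regions within 50 kb of the gene. The region nearest the TSS lies in an intron on chromosome 17 from 45335223 to 45335691, 4238 bp downstream, with windows in 3 of 3 control pSTAT3, 2 of 3 control BCL9 and all knockdown libraries. The region with the highest signal in control pSTAT3 libraries lies in an intron from 45382387 to 45383313 and, like most of the 15, had windows in every control and knockdown library of both antibodies. The regions starting at 45392905 and 45393131, beyond the gene end, overlap a BCL9 consensus region. They hold a window of only 1 of 3 control BCL9 libraries themselves. A CTCF window lies in each, as it does in the regions starting at 45335223 and 45382387. The highest CTCF signal of the locus regions (115) lies in the region starting at 45307183. MMP16 had no co-occurring region within 50 kb. FZD7, MUC1, ITGB4, ITGA4 and ITGAV had no co-occurring region within 5 kb of a TSS.

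**Figure D4:**
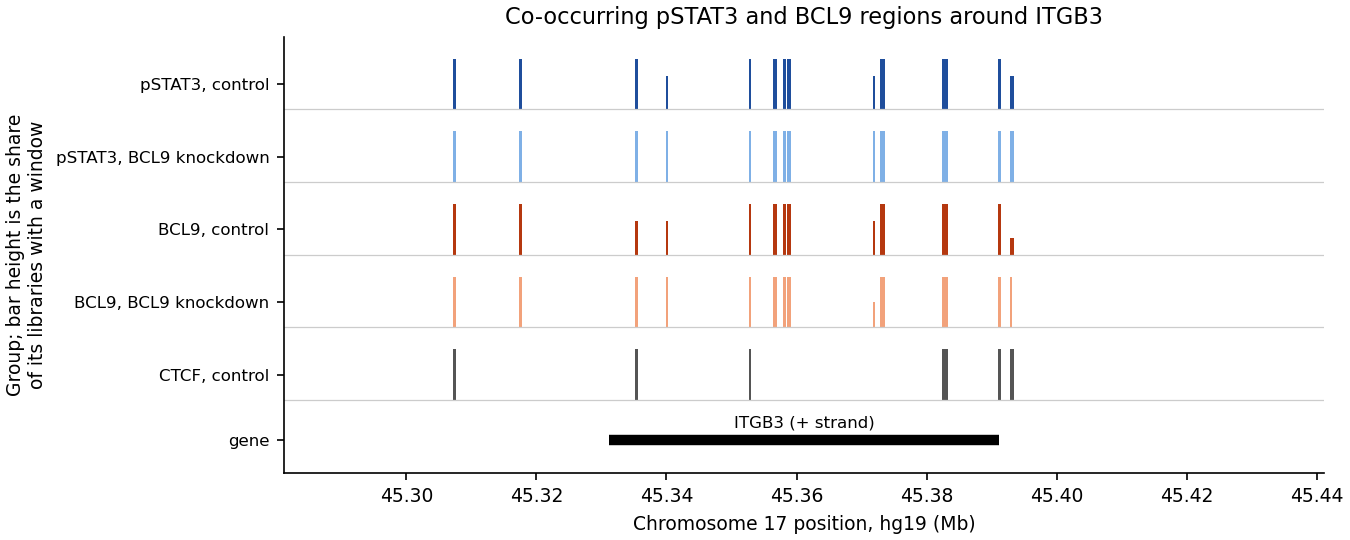
Co-occurring control regions within 50 kb of ITGB3 on chromosome 17 (position in hg19), with bar height the share of the libraries of each group that have a window in the region and the gene as a black bar. Most of the 15 regions, among them the one starting at 45382387, have windows in all libraries of both antibodies.

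AP-1 was the most enriched of the sequence motifs under pSTAT3 windows. At equal list length the AP-1 string was in 33.8% ± 3.52 of the control pSTAT3 windows, 15.8 ± 1.18 times the share in flanking windows, and in 11.2% ± 2.44 of the control BCL9 windows, 5.83 ± 1.07 times (n = 3 each). The STAT3 string was in 0.654% of control pSTAT3 windows (2.35-fold ± 0.0176) and 0.491% of control BCL9 windows (1.63-fold ± 0.260). C/EBP strings were enriched 7.40-fold under pSTAT3 and 7.65-fold under BCL9, in 0.293% and 0.346% of control windows. REL strings were enriched 3.26-fold and 3.56-fold (0.239% and 0.278%) and ETS strings 1.99-fold and 2.64-fold (0.154% and 0.232%). The C/EBP, REL and ETS folds thus rest on few windows. TEAD strings were enriched 2.72-fold and 2.86-fold (5.10% and 5.34%). The zinc finger string was 1.18-fold and 1.26-fold enriched, and its reversed sequence 1.26-fold and 1.27-fold. TCF/LEF strings stayed near the flanks (1.14-fold and 0.978-fold), and the CTCF string was 341-fold enriched in the CTCF library. With all listed peak pairs these folds were lower. AP-1 was then in 14.6% of control pSTAT3 windows (7.74-fold) and 8.83% of control BCL9 windows (4.74-fold). C/EBP strings were 3.80-fold and 5.60-fold enriched, and the CTCF string 60.2-fold in the CTCF library.

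Between the antibodies, over 5 libraries each and in a comparison chosen after seeing the data, 5 of 11 motifs differed (exact permutation, two-sided, adjusted over the 11 motifs). The AP-1 fold was 16.8 in pSTAT3 and 6.84 in BCL9 libraries and the STAT3 fold 2.49 and 1.68 (exact p = 0.0218 each), and the zinc finger (1.2 and 1.28), p53 family (1.34 and 1.66) and CTCF strings (0.487 and 1.80, p = 0.0349) were higher in BCL9 libraries. With all listed peak pairs the STAT3 difference was −0.302 (adjusted exact p = 0.0873), the CTCF difference turned direction to −0.710 (adjusted exact p = 0.240), and only AP-1 and the zinc finger string passed. The CTCF string also lost its call without control pSTAT3 replicate 1 or 3 and without either knockdown pSTAT3 library. The same held without control BCL9 replicate 1 or 3. Its folds rest on few windows, 0.0256% of control pSTAT3 and 0.0728% of control BCL9 windows. Equal list length does not separate antibody from rank here either. The AP-1 fold of control pSTAT3 libraries was 7.74 with all listed peak pairs and 15.8 at equal list length. With all pairs the AP-1 difference was −2.77. Between conditions 0 of 11 motifs passed for either antibody, where the smallest possible exact p is 0.1; the AP-1 fold was 18.4 ± 0.110 in knockdown pSTAT3 and 8.34 ± 0.914 in knockdown BCL9 libraries (n = 2 each).

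**Figure D5:**
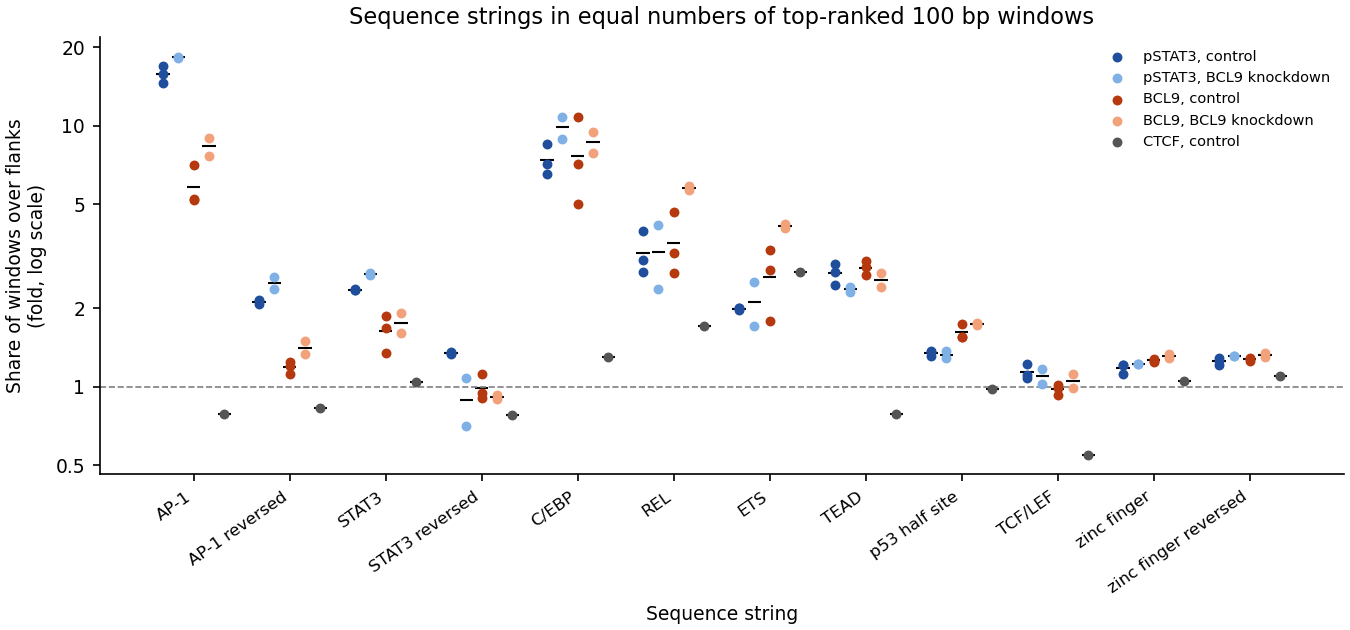
Share of windows with each motif string over the share in flanking windows, for the 24728 strongest windows of each library. Points are libraries, lines are group means and the dashed line marks no enrichment; AP-1 reaches 15.8-fold in control pSTAT3 and 5.83-fold in control BCL9 libraries.

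Strings were also counted in consensus regions of control cells, a grouping added after seeing the data. The AP-1 string was counted in 1678 of 8542 co-occurring regions (19.6%, 10.1-fold) and 7671 of 28502 regions with pSTAT3 alone (26.9%, 13.8-fold). With BCL9 alone it was counted in 85 of 2950 regions (2.88%, 1.59-fold). The TEAD string was counted in 6.78%, 4.22% and 4.85% of these regions, and the STAT3 string in 0.585%, 0.670% and 0.305%. The AP-1 share in the flanks of co-occurring regions (1.94%) was close to that of single 100 bp windows (1.88%, control pSTAT3). About 100 bp of each region was thus searched, while co-occurring regions had a median length of 309 bp. Strings elsewhere in a region were not counted, so these shares cannot rank the kinds of region.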

Values the study reported

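The study widened its peaks to windows of 100 bp and found that about 22% of the pSTAT3 and BCL9 peaks overlapped, which came to 15,339 shared peaks. In those overlapping regions it gave a median distance of 94 bp from one peak to the other.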

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

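Leaving out the control libraries of a single sequencing run, the less strict STAT3 string and the comparisons between antibodies were chosen only after seeing the data, the string before its own value was computed. Of the values that answer a comparison, 78 were counted as kept under an alternative, 54 moved, 7 reversed and 2 lost the threshold. Of the other values 133 were kept, 116 moved, 29 reversed, 14 passed the threshold and 6 lost it. A value counted as kept need not have kept its size. Tests of knockdown against control allow no p below 0.1, so their side of the threshold of 0.05 could not change. The cause of a change was not tested unless stated. The lists give no read depth, so how far depth limits them is unknown.

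The fold between replicates was 190 (pSTAT3) and 91.9 (BCL9) with 50 bp windows, 94.5 and 47.8 with 200 bp windows, 189 and 91.3 with an overlap of at least 50 bp, 732 and 379 with circular shifts, 16.2 and 28.2 with all peak pairs, 221 and 108 with the peak pairs above the median signal of each list, and 299 and 126 without the densest 1% of bins. Leaving out single libraries gave 135 to 156 and 65.4 to 73.5.

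The log2 ratio of control co-occurrence with the partner over CTCF was 2.62 without the single-run controls (exact p = 0.125, the smallest that 4 libraries allow, so the threshold is lost by the number of samples) and 2.62 to 3.07 leaving out single libraries, where 5 libraries allow no p below 0.0625. The folds then ranged from 24.4 to 32.6 (pSTAT3) and 18.0 to 25 (BCL9), and the shares from 14% to 22.9% and from 42.1% to 56.4%. In the replicate block, pairing same-numbered libraries gave 2.78 for control co-occurrence over the 3 control numbers. Over the 2 numbers that the conditions share, the block gave changes with knockdown of 13.7 (pSTAT3) and 16.2 (BCL9) in fold and log2 ratios of peak numbers of 2.06 and 2.75.

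With all peak pairs the co-occurrence change with knockdown reversed to −15.5 (pSTAT3) and −12.3 (BCL9); leaving out single libraries it was 6.67 to 20.1 and 6.06 to 17.8. The within minus between Jaccard difference reversed to 0.0141 and 0.0201 with all peak pairs and to 0.00867 and 0.00156 with the peak pairs above the median, and ranged from −0.0439 to 0.0218 and from −0.0358 to 0.0138 without single libraries. The log2 ratio of peak numbers ranged from 1.10 to 2.06 and from 1.02 to 2.83.

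At equal list length the median distance was 569 bp with 42.7% within 100 bp (control) and 97.3 bp with 50.9% (knockdown). With all peak pairs the condition-only regions numbered 121 control-only and 19262 knockdown-only for pSTAT3, and 51 and 7135 for BCL9, where the other 9 assignments gave 133 to 12470 and 323 to 14861, and 23 to 5280 and 69 to 10627.

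The promoter fold was 2.77 (control pSTAT3) and 3.68 (control BCL9) within 500 bp, 1.69 and 1.98 within 2 kb, and 1.75 for pSTAT3 at equal list length, where the BCL9 difference between conditions reversed to 0.0918. Leaving out single libraries gave 2.02 to 2.27 (control pSTAT3), 2.05 to 2.14 (knockdown pSTAT3), −0.167 to 0.0788 (their difference), 2.56 to 2.85, 2.26 to 2.72 and −0.432 to 0.0230 (the same for BCL9), and 0.394 to 0.571 (BCL9 minus pSTAT3 libraries).

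Lists past the threshold numbered 7 with a reach of 20 kb, 2 at equal list length and 4 to 7 without single libraries. Co-occurring regions numbered 2881 (all 3 libraries), 38017 (any library), 3187 (equal list length), 4446 (without single-run controls) and 3681 to 7846 (without single libraries). The percentage of genes minus that of other genes reversed for study targets to −1.65 (all 3 libraries), −2.66 (1 kb), −1.85 (equal list length) and −2.77 (without single-run controls); metalloproteinases to −1.65 (all 3), −3.61 (any library) and −2.67 (1 kb); growth factor genes to −2.67 (1 kb); luminal genes to −2.67 (1 kb) and −6.12 (20 kb); the AP-1 list to −1.86 (equal list length); housekeeping and histone genes to −1.65 (all 3) and −1.85 (equal list length); and stromal genes to −1.65 (all 3), −7.94 (any library), −2.67 (1 kb), −0.758 (20 kb), −1.85 (equal list length) and −2.77 (without single-run controls). Leaving out single libraries it ranged from −3.79 to 29.2 for study targets, 17.9 to 20.7 for other integrins, −2.44 to 11.2 for metalloproteinases, 9.68 to 19.6 for STAT3 targets, 15.8 to 21.4 for Wnt genes, −2.44 to 24.1 for the AP-1 list, −2.44 to 8.84 for housekeeping genes, −2.44 to 21.2 for histone genes and −3.79 to 2.58 for stromal genes.

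The STAT3 fold in control pSTAT3 libraries was 2.91 against local shifts, 2.55 in 50 bp windows, 1.34 for the reversed string, 1.82 with all peak pairs and 1.21 for the half-site pair; in control BCL9 libraries it was 2.09, and 0.990 reversed and 1.06 for the half-site pair. The AP-1 fold in control pSTAT3 libraries was 20.1 against local shifts, 18.0 in 50 bp windows, 2.12 reversed and 7.74 with all peak pairs; in control BCL9 libraries it was 1.19 reversed and 4.74 with all peak pairs. The zinc finger fold in control pSTAT3 libraries was 1.28 against local shifts and 1.26 reversed; in control BCL9 libraries it was 1.39 against local shifts, 1.29 in 50 bp windows and 1.23 with all peak pairs. Knockdown minus control reversed with all peak pairs to −0.0781 (STAT3), −1.28 (AP-1) and −0.00592 (zinc finger) for pSTAT3 and to −0.0453, −0.685 and −0.0540 for BCL9, to −0.0295 with the half-site pair for pSTAT3 and to −0.0248 against local shifts for STAT3 strings in BCL9 libraries, where leaving out single libraries gave −0.0251 to 0.287. Motifs that differed between the antibodies numbered 8 against local shifts, 2 with all peak pairs and 4 to 6 without single libraries, and the STAT3 difference was −0.302 with all peak pairs (exact p = 0.0873).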

Other observations

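The tests of the tag minimum, single-run controls, tags at a rank, overlap with CTCF and the share outside dense bins were chosen only after the result was seen, as was the use of the Jaccard difference and the reversed AP-1 string, both planned values, to test a cause; the fold without dense bins was planned, and the STAT3 half-site pair was chosen after the folds of the AP-1 and STAT3 strings were seen, but before its own value was computed. The test on the full CTCF list was added after the value of the CTCF test at equal list length was known.

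The longer lists after BCL9 knockdown were weighed against the tag minimum, the sequencing runs and depth. For pSTAT3 the knockdown over control ratio was 2.86 with one minimum of 9 tags, where the lowest knockdown library (105111) stayed above the highest control library (83845), and 2.36 without the single-run control, which argues against either as the whole cause. For BCL9 the same ratios were 2.89 and 2.96, but the libraries of the conditions overlap (38528 in the lowest knockdown and 38871 in the highest control library with 9 tags), so both stay open, and with one tag minimum and no single-run control the ratio was 1.49. More tags per library could explain the pSTAT3 lists: tags at the rank of the shortest list were 1.92 times higher after knockdown (means 23 and 12), and depth and occupancy cannot be told apart from the lists. An effect of BCL9 knockdown itself stays open and untested.

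BCL9-antibody windows lay at control positions after BCL9 knockdown, 69.6 times the shifted share at equal list length. A few dense segments as the cause are argued against by the share of windows: outside the densest 1% of 100 kb bins 43.9% ± 7.72 of the knockdown BCL9 windows overlapped control BCL9 windows, against 47.4% ± 8.05 over all bins (n = 2); the fold of 131 there decides nothing, since its background falls with the dense bins. Regions recovered with every antibody stay open: knockdown BCL9 lists overlapped control pSTAT3 lists 80.5-fold but CTCF 2.53-fold, and the full CTCF list held 14.7% of the windows shared by knockdown and control BCL9 lists, against 65.5% to 92.1% for a full control pSTAT3 list, and one CTCF library cannot exclude them. BCL9 protein left after knockdown, or another protein bound by the antibody, could each give the overlap seen, and they cannot be told apart. The Jaccard index within minus between conditions was −0.00794 at equal list length but 0.0201 with all peak pairs. Leaving out single libraries it ranged from −0.0358 to 0.0138, so its sign decides nothing.

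AP-1 strings lay under far more pSTAT3 windows than STAT3 strings, with a mean fold of 16.8 ± 1.65 over 5 libraries. The reversed AP-1 string had a fold of 2.27 ± 0.229, which argues against base composition as the cause, and the STAT3 half-site pair 1.19 ± 0.0327, which argues against a STAT3 string that is too strict. pSTAT3 at AP-1 sites, through protein contacts or shared open chromatin, is a biological hypothesis that was not tested.

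Midpoints of overlapping pSTAT3 and BCL9 windows in control cells were 24.9 bp apart, a distance that overlap of 100 bp windows keeps below 100 bp. This is lower than the distance quoted from the study above, which comes from peaks called in another way, so the values are not like for like.

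Peak pairs per Mb in the 3 Mb around BCL9 were 1.34 to 2.04 times the median of the genome across the libraries. These values lie at the 66.0th to 84.8th percentile of the genome, highest in the CTCF library. Chromosome 1q held 1.63 to 2.67 times as many as 1p in pSTAT3 and BCL9 libraries and 1.37 times in CTCF. The knockdown effects on 14 measures were compared between the antibodies, and none differed (smallest exact p = 0.07, for the GRHL string, before adjustment).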
